# Cholesterol Synthesis Is Important for Breast Cancer Cell Tumor Sphere Formation and Invasion

**DOI:** 10.3390/biomedicines10081908

**Published:** 2022-08-06

**Authors:** Hee Yeon Kim, Sung Jin Bae, Ji-Woong Choi, Suji Han, Seung-Hyun Bae, Jae-Ho Cheong, Hyonchol Jang

**Keywords:** cholesterol, breast cancer, tumor sphere, invasion, malignancy

## Abstract

Breast cancer has a high risk of recurrence and distant metastasis after remission. Controlling distant metastasis is important for reducing breast cancer mortality, but accomplishing this goal remains elusive. In this study, we investigated the molecular pathways underlying metastasis using cells that mimic the breast cancer distant metastasis process. HCC1143 breast cancer cells were cultured under two-dimensional (2D)-adherent, tumor sphere (TS), and reattached (ReA) culture conditions to mimic primary tumors, circulating tumor cells, and metastasized tumors, respectively. ReA cells demonstrated increased TS formation and enhanced invasion capacity compared to the original 2D-cultured parental cells. In addition, ReA cells had a higher frequency of ESA^+^CD44^+^CD24^−^ population, which represents a stem-cell-like cell population. RNA sequencing identified the cholesterol synthesis pathway as one of the most significantly increased pathways in TS and ReA cells compared to parental cells, which was verified by measuring intracellular cholesterol levels. Furthermore, the pharmacological inhibition of the cholesterol synthesis pathway decreased the ability of cancer cells to form TSs and invade. Our results suggest that the cholesterol synthesis pathway plays an important role in the distant metastasis of breast cancer cells by augmenting TS formation and invasion capacity.

## 1. Introduction

Although the 5-year survival rate for breast cancer is as high as 90%, breast cancer is the second leading cause of cancer death among women [1]. After 5 years, a significant number of breast cancer patients recur, and the prognosis of these patients is extremely poor [2]. The high recurrence rate primarily results from metastasis, and a gene signature associated with invasiveness has been found to be highly associated with metastasis-free survival and overall survival [3,4]. Therefore, there is a need to prevent distant metastasis to reduce breast cancer mortality.

Distant metastasis results from cancer spreading from its original site to a different organ through lymph nodes or the bloodstream [5]. In the case of breast cancer cells, they spread to other sites of the body, such as bone [6], brain [7], and lung [8] tissues, even after remission. Circulating tumor cells (CTCs) that have left the primary site must settle and adapt to the new cellular environment via extravasation [9,10]. To control distant metastasis, it is necessary to study essential factors or signaling pathways in CTCs circulating in the bloodstream and metastasized tumors adapted to a new environment [11]. However, methods to study this process in vitro are limited. Tumor spheres (TSs) may partially reflect the properties of CTCs that remain viable in the bloodstream after losing their attachment to the basement membrane [12]. Reattached (ReA) cells obtained by reattaching the TSs can mimic distant metastases to some extent. It is thought that this model can partially mimic the distant metastasis process.

Cholesterol metabolism is associated with breast cancer metastasis [13,14,15,16,17]. In a mouse model of breast cancer, in which mice were fed a high-fat diet, serum cholesterol levels, tumorigenicity, and metastasis to lung tissues increased [13]. Cholesterol biosynthesis-related genes and metabolites increase the metastatic potential of breast cancer [14,15]. Additionally, cholesterol metabolism is increased in breast cancer TSs [16,17] and influences breast cancer patient prognoses [17]. These results suggest a close relationship between breast cancer metastasis, TSs, and cholesterol metabolism. However, there is still a lack of conclusive evidence as to whether cholesterol metabolism plays an important role in tumors that recur through distant metastasis.

Here, we investigated the major signaling pathways involved in breast cancer metastasis using an in vitro model that mimics the distant metastatic process. Our results show that the intracellular cholesterol was elevated in TSs and ReA cells. Inhibition of the cholesterol synthesis pathway hampered TS formation and reduced invasion capacity in breast cancer, suggesting that it is important for distant metastasis.

## 2. Materials and Methods

### 2.1. Cell Culture and Chemical Materials

Human breast cancer cell lines HCC1143, BT-549, MDA-MB-231, MDA-MB-453, and MCF7 were purchased from the Korean Cell Line Bank. Breast cancer cells were cultured in 2D in RPMI complete medium at 37 °C in humidified incubators containing 5% CO_2_, except for MDA-MB-231 cells, which were cultured in DMEM complete medium. RPMI complete medium consists of RPMI (#SH30027.01; HyClone, Logan, UT, USA) supplemented with 10% heat-inactivated fetal bovine serum (FBS, #SH30084.03; HyClone) and 1% penicillin/streptomycin (#15140-122; Invitrogen, San Diego, CA, USA). DMEM complete medium is identical to RPMI complete medium, except that DMEM (#SH30243.01; HyClone) is used instead of RPMI. TS cells were cultured according to the ex vivo CTC culture method described previously [12], with some modifications [18]. Briefly, TS culture medium consisted of RPMI-medium-supplemented 1× B27 (#17504-044; Invitrogen), 20 ng/mL basic fibroblast growth factor (#100-18B; PEPROTECH, Cranbury, NJ, USA), 20 ng/mL epidermal growth factor (#E9644; Sigma-Aldrich, St. Louis, MO, USA), 1% penicillin/streptomycin, and Cellmaxin plus (#C3319-020; GenDEPOT, Austin, TX, USA). Single-cell dissociated cells were suspended and cultured on polyhema (#P3932; Sigma-Aldrich)-coated plates for 3–5 days. TS cells were passaged at least five times to distinguish them from cell aggregates and for stabilization. Reattached (ReA) cells were obtained by reattaching TS to the plate. ReA cells were cultured using the same method as the parental cells.

The cells were authenticated and checked for Mycoplasma at the Genomics Core Facility (National Cancer Center, Goyang, Korea), as described previously [19]. Lovastatin (mevinolin; #M2147), alendronate (alendronate sodium trihydrate; #A4978), squalestatin 1 (zaragozic acid A; #Z2626), and IGEPAL^®^ CA-630 (NP-40; #I3021) were purchased from Sigma-Aldrich. Chloroform (#102445) and isopropanol (#109634) were purchased from Merck (Darmstadt, Germany).

### 2.2. Flow Cytometry

Samples were analyzed at the Flow Cytometry Core Facility (National Cancer Center) using a FACS Verse Flow Cytometer (BD Biosciences), as described previously [20]. Cell surface expression of ESA (also known as EPCAM), CD24, and CD44 was evaluated using CD24-PE- (#555428), CD44-APC- (#559942), and ESA-Bv421-specific (#563180) antibodies, all of which were purchased from BD Biosciences (Franklin Lakes, NJ, USA). ESA^+^ populations were first gated, and then CD24^−^ and CD44^+^ populations were quantified using FlowJo (ver. 10.7; Tree Star Inc., Ashland, OR, USA). The ESA^+^CD44^+^CD24^−^ population was considered a cancer-stem-cell-like (or stemness) population.

### 2.3. Tumor Sphere Formation and Quantification

Tumor sphere formation was performed as described previously, with some modifications [18]. Parental, TS, and ReA breast cancer cell lines were seeded in an ultra-low-attachment 96-well plate (#3474; Corning Costar Corp., Cambridge, MA, USA). Cells were seeded at a density of 1 × 10^3^ cells/well in case of Figure 1, and 3 × 10^3^ cells/well in case of Figure 4. TS cells with diameters of more than 100 μm were counted.

### 2.4. Boyden Chamber Invasion Assay

The invasion assay was performed according to a modified version of a method described previously [21]. The upper compartments of 8 mm Transwell chambers (6.5 mm diameter; Corning Costar Corp., Corning, NY, USA) were precoated with 10 mg/mL of Matrigel (Corning Costar Corp.). Equal number of resuspended cells in serum-free RPMI medium were placed in the upper compartments of the Transwell chambers, and the lower compartments were filled with the RPMI complete medium. Breast cancer cells were treated with the indicated concentration of lovastatin for 48 h, and then cells were placed in the upper compartments at a density of 3 × 10^3^ cells/well in case of ReA cells, and 1 × 10^4^ cells/well in case of parental cells. After 16 h, the filters were washed and stained using a Diff-Quik Staining Kit (#38721; Sysmex, Kobe, Japan). Each assay was performed three times independently, and three random fields were analyzed under ×20 magnification for each filter membrane.

### 2.5. Sulforhodamine B (SRB) Assay

Breast cancer cells were treated with the indicated concentration of lovastatin for 48 h, and then cells were seeded at 1 × 10^4^ cells/well in a 96-well plate. The plates were incubated at 37 °C in humidified incubators containing 5% CO_2_. After 16 h, the SRB assay was performed as described previously [22].

### 2.6. RNA Sequencing

Total RNA was extracted with TRIzol (#15596026, Invitrogen) and RNA sequencing was performed by the Macrogen (Seoul, Korea) according to the method described previously [23]. Briefly, total RNA concentration was calculated by Quant-IT RiboGreen (Invitrogen, #R11490). To assess the integrity of the total RNA, samples were run on the TapeStation RNA screentape (Agilent, #5067-5576). Only high-quality RNA preparations, with a RNA integrity number (RIN) greater than 7.0, were used for RNA library construction. A library was independently prepared with 1 μg of total RNA for each sample by Illumina TruSeq Stranded mRNA Sample Prep Kit (Illumina, Inc., San Diego, CA, USA, #RS-122-2101). The libraries were quantified using KAPA Library Quantification kits for Illumina Sequencing platforms according to the qPCR Quantification Protocol Guide (KAPA BIOSYSTEMS, #KK4854) and qualified using the TapeStation D1000 ScreenTape (Agilent Technologies, #5067-5582). Indexed libraries were then submitted to an Illumina HiSeq2500 in case of HCC1143 TS and NovaSeq 6000 in case of HCC1143 ReA, and paired-end (2 × 101 bp) sequencing was performed.

### 2.7. RNA Sequencing Data Analysis

Differentially expressed genes (DEGs) were filtered based on a fold change >2. Genes with transcripts per million values <10 in all samples were excluded from the subsequent analysis. A heatmap of DEGs was created using a MultiExperiment Viewer (The Institute of Genomic Research, Rockville, MD, USA). DEGs were subjected to core analysis using Ingenuity Pathway Analysis (IPA) software (Qiagen, Hilden, Germany), as described previously [23,24].

### 2.8. Cholesterol Quantitation Assay

Lipids from an equal number of parental and ReA cells were extracted using chloroform, isopropanol, and NP-40 at a ratio of 7:11:0.1. Free cholesterol levels were measured using a Cholesterol/Cholesteryl Ester Assay kit (#ab65359; Abcam, Cambridge, UK) according to the manufacturer’s instructions.

### 2.9. Statistical Analysis

Statistical analyses were performed as reported previously [24]. Numerical values are expressed as the mean ± standard deviation, and *p*-values were calculated using the Student’s *t*-test calculator (http://graphpad.com/quickcalcs/) (accessed on 24 July 2022).

## 3. Results

### 3.1. ReA Cells after TS Culture Are More Malignant than Parental Cells

CTCs, which play a significant role in distant metastasis, exist in the bloodstream in a three-dimensional form and extravasate to form tumors at distant sites [10,25]. To mimic this process of settling and adapting to a new site, we reattached TS cells under the same conditions as the parental cells, and they were designated ReA cells (Figure 1A). Passage of the first attached cells was designated p1 (Figure 1B). TSs have been known to have high TS formation and invasion ability [26], and we wanted to investigate whether these characteristics are still maintained in ReA cells. After seeding the same number of cells and observing for 7 days, the ability to form TSs was about two-fold higher in ReA cells than in parental cells (Figure 1C). Similarly, in the Boyden chamber invasion assay, ReA cells had approximately a two-fold higher ability to invade than parental cells (Figure 1D). These results suggest that ReA cells are more aggressive than parental cells, similar to TS cells.

### 3.2. The ReA Cell Population Exhibits an Increased Proportion of ESA^+^CD44^+^CD24^−^ Cells

In breast cancer, the ESA^+^CD44^+^CD24^−^ population is considered as stem-cell-like cell (or stemness) population because it has high aggressiveness, tumorigenicity, and self-renewal capacity [27,28] and is closely involved in distant metastasis [29,30,31]. To examine how the proportion of these cells changed, we performed a flow cytometric analysis of parental, TS, and ReA cells. To accurately define cells expressing surface markers, we used cells known not to express these markers as negative controls. MIA PaCa-2 [32], OVCAR3 [33], and MDA-MB-231 [34] cells for ESA, CD44, and CD24, respectively (Figure 2A). For isolation of the ESA^+^CD44^+^CD24^−^ population, we first gated the ESA^+^ population followed by the CD44^+^CD24^−^ population (Figure 2B). Flow cytometric analysis showed that ~4% of parental cells and ~50% of ReA cells were ESA^+^CD44^+^CD24^−^ (Figure 2C), suggesting that the stemness population is enriched in ReA cells. To determine how long the enriched ESA^+^CD44^+^CD24^−^ population was retained, we cultured ReA cells for at least 30 passages (approximately 3 months). This population remained at a level similar to passage 9 until passage 20, and decreased slightly at passage 30 (Figure 2D). These results suggest that ReA cells maintain a high stemness population for a significant period of time, even under the same culture conditions as the parental cells.

### 3.3. Cholesterol Synthesis Is Upregulated in ReA Cells Compared with Parental Cells

RNA sequencing was performed to elucidate which signaling pathways govern TS and ReA cells. 

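The 2 libraries analysed here came from HCC1143, a human breast cancer cell line. One was made from parental cells and one from ReA cells, that is, cells grown as tumor spheres and then reattached under the conditions of the parental cells. The TS library was not analysed here. According to the methods of the paper, RNA was extracted with TRIzol, preparations with an RNA integrity number above 7.0 were used, and each library was prepared from 1 μg of total RNA with a stranded mRNA kit and sequenced as pairs of 101 bp reads. The paper names a NovaSeq instrument for the ReA library and does not name the instrument of the parental library. The sample labels give another protocol, with a column extraction kit, 1.3 μg of total RNA and an mRNA kit for which strand is not named. For each of 27685 gene rows the authors deposited a read count, an FPKM value and a TPM value per library. Each row carries a gene symbol and an Entrez gene number. The aligner, the counting program and the genome build are not given in the sources used here, so no coordinates are printed. The counts summed to 49620868 in the parental library and 55866898 in the ReA library. At least 1 count was found for 17345 genes in the parental library and 17750 genes in the ReA library. The 10 genes with the most counts took 4.58% of the counts in each library. Across genes, which are not independent replicates, the correlation of log2(TPM + 1) between the libraries was 0.98.

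Following the methods section of the paper, genes with a TPM of at least 10 in at least 1 library were kept, and the deposited TPM in ReA cells was divided by that in parental cells without a pseudocount. The filter kept 9823 genes, and a TPM of at least 10 was reached by 9064 genes in the parental library and by 9503 genes in the ReA library. The median log2 ratio of the genes kept was 0.07. With 1 library per condition, no difference between parental and ReA cells has a replicate check, and no p-value was computed. The precision that depth alone gives was taken from the counts, as the exact conditional (Clopper-Pearson) 95% interval of the ratio of 2 counts scaled by the library totals. These intervals cover counting error only, since reads without molecular identifiers are not independent molecules, and they leave out the variation between cultures. The gene sets of the IPA software are not listed in the paper, so gene lists named after its pathways were written by hand from general knowledge of each pathway. A list is described by the median log2 ratio of its members past the filter and by the percentile of this median among 10000 random lists of the same size matched on mean expression. The choices that could change these numbers include the unit (TPM or FPKM), the filter on low values, the fold threshold, the scaling between the libraries and an adjustment for GC content and transcript length.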

A total of 452 genes in HCC1143 TS cells and a total of 576 genes in HCC1143 ReA cells were differentially expressed more than two-fold compared with parental cells (Figure 3A,B). 

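Of the 9823 genes past the TPM filter, 990 differed more than 2-fold between the ReA and the parental library, which is 10.1% of the genes. Of these DEGs, 720 were higher and 270 were lower in ReA cells, so that 72.7% were higher. With a 1.5-fold threshold, the alternative that moved the count most, there were 2530 DEGs, and with a 3-fold threshold there were 369. When FPKM replaced TPM under the same filter value of 10, 7012 genes were kept and 576 were DEGs, with 392 higher and 184 lower in ReA cells. Of these, 563 were also among the DEGs by TPM. After adjustment for GC content and transcript length, which was chosen after seeing the data, 531 DEGs were higher and 325 were lower. The ratio of 294 genes lay within 5% of the 2-fold threshold in either direction.

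Genes were ranked on the log2 ratio with a pseudocount of 1, and their TPM values and ratios are given without it. The largest rises were those of OAS2, MX2 and IFI44L, 3 genes of the interferon response. OAS2 (Entrez gene 4939) rose from a TPM of 5.36 to 276, a ratio of 51.6, with 384 counts in the parental library and 22799 in the ReA library. The ratio of its scaled counts had a counting interval of 47.7 to 58.5. MX2 (Entrez gene 4600) rose from a TPM of 0.366 to 55.2. It rested on 23 counts in the parental library against 3817, and the counting interval of its count ratio was accordingly wide, 98.1 to 233. IFI44L (Entrez gene 10964) rose from 3.71 to 93.3 TPM, a ratio of 25.2. The largest falls were those of IFI16, KRT6B and CXCL5. IFI16 (Entrez gene 3428) had a TPM of 64.4 in parental cells and 0.031 in ReA cells, with 3725 counts against 2, and its log2 count ratio was -11.03 with a counting interval of -14.08 to -9.18. KRT6B (Entrez gene 3854) fell from a TPM of 273 to 4.25. Its sequence is close to that of KRT6A, so the division of reads between these genes is uncertain. KRT6A, chosen after its values were seen, also fell, from 33.0 to 1.55 TPM. This argues against reads moved to KRT6A as the cause of the fall of KRT6B. The chemokine gene CXCL5 (Entrez gene 6374) fell from 622 to 13.9 TPM, with 32726 counts against 811.

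**Figure D1:**
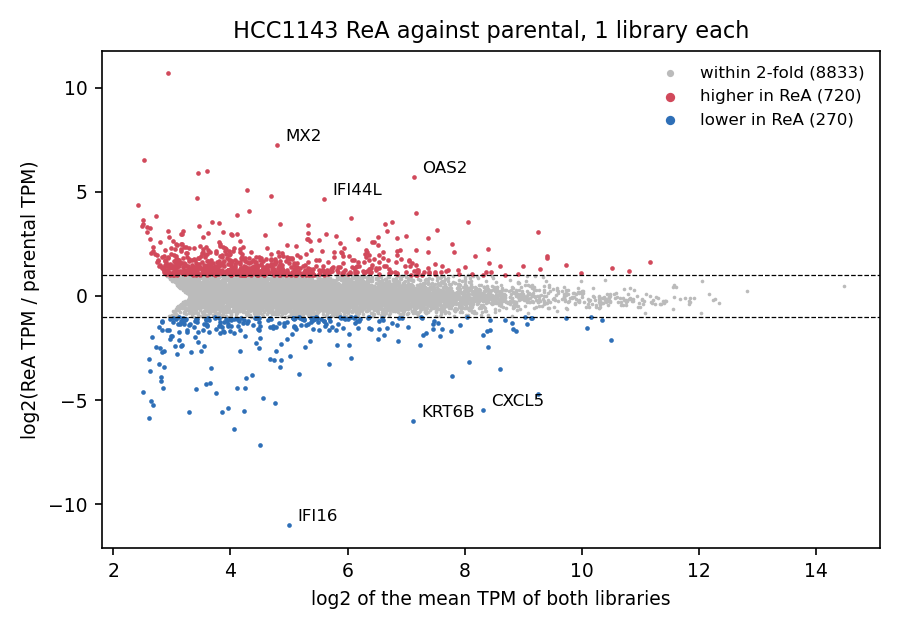
Log2 ratio of ReA to parental TPM (y axis) against the log2 of the mean TPM of both libraries (x axis) for each gene past the TPM filter. Each point is a gene, dashed lines mark the 2-fold threshold, the 3 DEGs at a TPM of 0 in 1 library are drawn with a pseudocount of 1, and the 6 genes ranked first with that pseudocount are named. The 720 genes higher in ReA cells outnumber the 270 lower genes.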

Core analysis using Ingenuity Pathway Analysis (IPA) software revealed that cholesterol-biosynthesis-related pathways were predominantly upregulated in TS (Figure 3C). 

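Of 32 genes listed for interferon signaling, 30 passed the TPM filter, and their median log2 ratio of ReA to parental TPM was 1.68, with a binomial 95% interval of the median of 0.99 to 2.11. This median exceeded those of all 10000 matched random lists, of which the central 95% ran from -0.18 to 0.17. A total of 27 of the 30 genes were higher in ReA cells, and 20 were DEGs, all of them higher. Beside the genes of the largest rises, MX1 (Entrez gene 4599) rose from 42.1 to 490 TPM and OAS1 (Entrez gene 4938) from 16.9 to 199 TPM. The alternative that moved the median of this list most was the adjustment for GC content and transcript length, which gave 1.45.

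The list for the role of hypercytokinemia had 28 genes past the filter, with 20 DEGs higher and 3 lower in ReA cells. Its median was the same as that of the interferon list, 1.68, because 14 of its genes belong to both lists and the middle values of both are those of the same genes. The 14 genes outside the interferon list went both ways, with 7 DEGs higher and 3 lower, a median of 0.46 with a binomial interval of -1.61 to 2.88, which includes 0, and a percentile of 99.6 among random lists. The chemokine gene CCL5 (Entrez gene 6352) rose from 9.27 to 124 TPM, with 244 counts against 3600. In contrast, CCL2 (Entrez gene 6347) fell from 19.2 to 0.400 TPM, with 303 counts against 7.

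For NAD signaling, 32 of 46 listed genes passed the filter, and 8 of them were DEGs higher and 2 DEGs lower in ReA cells. The median log2 ratio of 0.35 had a binomial interval of -0.03 to 0.80, which includes 0, and a percentile of 97.9 among random lists. The central 95% of these lists reached from -0.11 to 0.34. PARP14, PARP10 and PARP9 had the largest rises of the list. PARP14 (Entrez gene 54625) rose from 28.3 to 131 TPM, PARP10 (Entrez gene 84875) from 34.0 to 131 TPM and PARP9 (Entrez gene 83666) from 34.4 to 125 TPM. NMNAT2 (Entrez gene 23057), which encodes an enzyme of NAD synthesis, rose from 5.88 to 18.8 TPM. PARP8 (Entrez gene 79668) fell from 12.5 to 3.33 TPM. The 5 NAD genes on a separate list of interferon-inducible PARP genes had a median of 1.86, and the other 27 had a median of 0.19 and a percentile of 67.1. With FPKM in place of TPM, 21 NAD genes passed the filter and the median was 0.14.

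**Figure D2:**
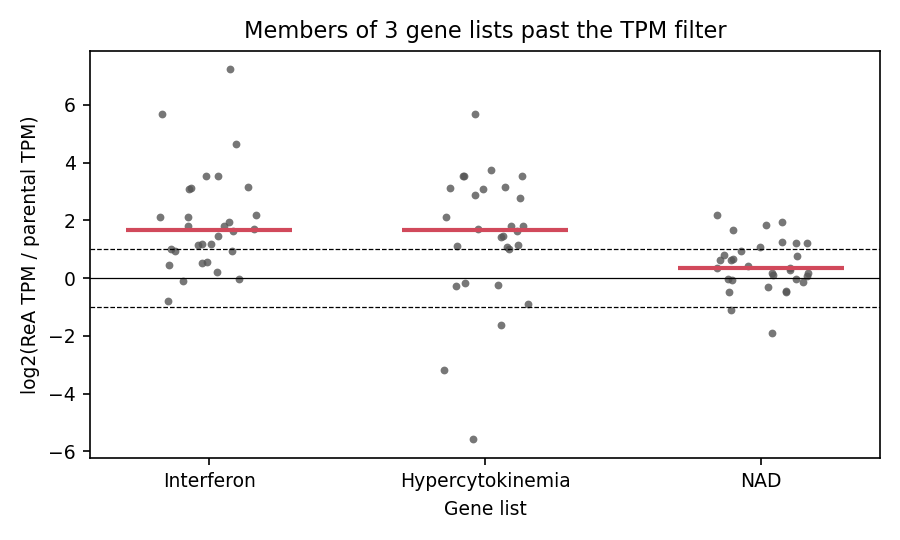
Log2 ratio of ReA to parental TPM (y axis) of the members of 3 gene lists past the TPM filter. Each point is a gene, red lines are the list medians (1.68, 1.68 and 0.35) and dashed lines mark the 2-fold threshold.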

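The cholesterol synthesis list held 22 genes, from ACAT2 at its first step onward, and 21 passed the TPM filter. All 21 had a higher TPM in ReA cells, although ACAT2 (129.6 against 129.8 TPM) was lower in ReA cells with FPKM in place of TPM, after centring on the median gene, with TMM or median-of-ratios scaling and after the adjustment for GC content and length. The median log2 ratio was 0.63, with a binomial 95% interval of 0.47 to 0.89, above the medians of all 10000 random lists. The alternative that moved this median most was TMM scaling, with 0.53. The 8 genes of the mevalonate steps, up to FDPS, had a median of 0.56 with a binomial interval of 0.00 to 1.28 and a percentile of 99.6. The 13 genes from FDFT1 onward had a median of 0.72 with a binomial interval of 0.32 to 1.44, above those of all random lists.

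A total of 5 genes of the list were DEGs, and all 5 were higher in ReA cells. FDFT1 (Entrez gene 2222), the squalene synthase gene, rose from 75.3 to 214 TPM, and its log2 count ratio was 1.48 with a counting interval of 1.42 to 1.53. TM7SF2 (Entrez gene 7108) rose from 11.7 to 31.9 TPM, a ratio of 2.72 that rested on 391 and 1174 counts. HSD17B7 (Entrez gene 51478) rose from 9.79 to 35.2 TPM. A pseudogene with a near-identical sequence, HSD17B7P2, is listed as a separate gene, was chosen after its values were seen and rose from 1.98 to 7.81 TPM, so the value of HSD17B7 is uncertain where reads could be counted on either. MVK (Entrez gene 4598) rose from 7.97 to 19.4 TPM and was not a DEG with FPKM, since it did not pass the filter, or after the adjustment for GC content and length. MVK and HSD17B7 were also lost when a TPM of at least 10 was required in both libraries. SQLE (Entrez gene 6713), the squalene epoxidase gene, rose from 75.7 to 155 TPM, a ratio of 2.05. The counting interval of its count ratio was 1.95 to 2.08, which includes the 2-fold threshold, and SQLE was not a DEG after centring on the median gene or with TMM or median-of-ratios scaling.

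The other 16 genes rose less than 2-fold. Among them, MSMO1 (Entrez gene 6307) rose from 35.3 to 65.5 TPM, a log2 ratio of 0.89, with 1650 counts against 3398. FDPS (Entrez gene 2224) rose from 140 to 169 TPM, a log2 ratio of 0.27. The paper entered the DEGs into a core analysis with IPA, which scores each pathway by the number and the direction of its DEGs, and kept pathways with an absolute z-score of at least 2 and a -log(p-value) of at least 1.3. From that analysis the paper states which pathways were upregulated in ReA cells (Figure 3D).

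**Figure D3:**
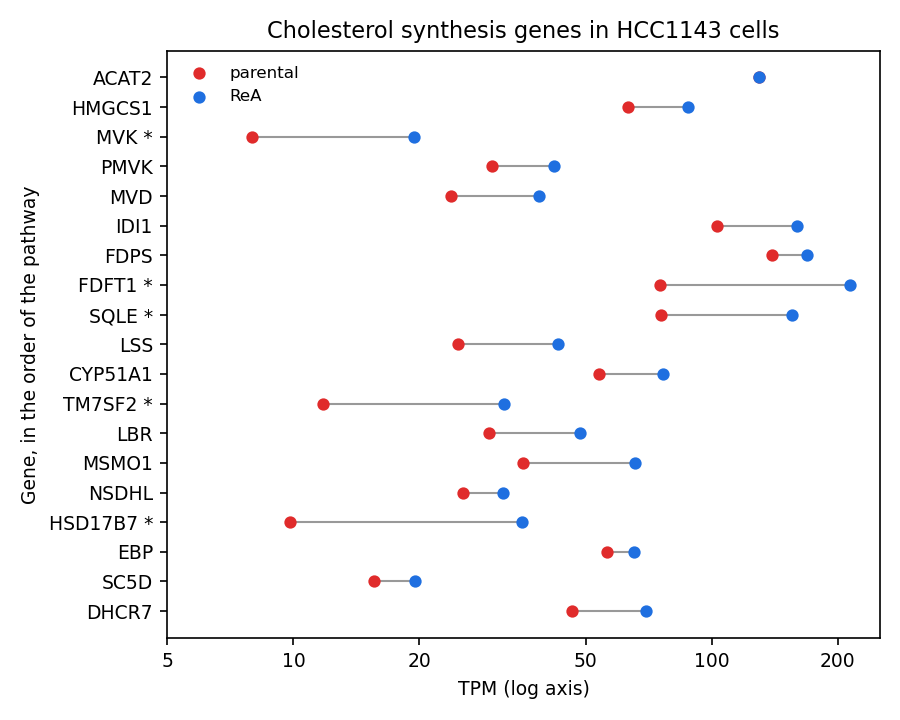
TPM on a log axis of 19 of the 21 cholesterol synthesis genes past the TPM filter in parental cells (red) and ReA cells (blue), with 1 library each and no error bars. Genes are listed from the first step of the pathway downward, and an asterisk marks the 5 genes with a ratio above 2; the points of ACAT2 coincide.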

The interferon, hypercytokinemia, NAD signaling, and cholesterol biosynthesis-related pathways were upregulated in ReA cells (Figure 3D). 

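Among genes of inflammatory pathways, the list for IL-17 signaling, written to cover both the airway and the psoriasis pathway, had 14 of 24 genes past the TPM filter. Their median log2 ratio of ReA to parental TPM was -2.59, with a binomial 95% interval of -4.72 to -1.31, below the medians of all 10000 random lists. A total of 12 genes were DEGs and all 12 were lower in ReA cells. CXCL1 (Entrez gene 2919) fell from 1176 to 44.6 TPM, with 29127 counts against 1220. CXCL3 (Entrez gene 2921) fell from 23.7 to 1.33 TPM, and since CXCL1 and CXCL3 have similar sequences their values are uncertain where the counting could divide reads between them. CCL20 (Entrez gene 6364) fell from 23.4 to 2.10 TPM. CCL2 and CXCL5 are also members of this list. The alternative that moved the median most was the absence of a filter with a pseudocount of 1, which gave -1.75.

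For the tumor microenvironment pathway, 28 of 44 listed genes passed the filter, of which 10 were DEGs lower and 2 DEGs higher in ReA cells. The median was -0.31, at a percentile of 0.01 among random lists, but its binomial interval of -1.49 to 0.31 included 0. MMP7 (Entrez gene 4316) fell from 52.6 to 1.52 TPM and CXCL8 (Entrez gene 3576) from 486 to 53.4 TPM. The gene of galectin-9, LGALS9 (Entrez gene 3965), rose from 8.84 to 70.9 TPM. Without the 5 members that are also on the IL-17 list, the median was -0.27 and the percentile 0.33.

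The HMGB1 list had 19 of 30 genes past the filter, with 7 DEGs lower and 1 DEG higher in ReA cells. Its median was -0.27 with a binomial interval of -1.61 to 0.05, which also included 0, and its percentile was 0.46. CSF2 (Entrez gene 1437) fell from 57.4 to 7.81 TPM and IL11 (Entrez gene 3589) from 36.5 to 9.01 TPM, while FOS (Entrez gene 2353) rose from 14.8 to 68.3 TPM. The lists overlap, with 5 genes past the filter on both the HMGB1 and the IL-17 list. Outside the IL-17 list, the other 14 HMGB1 genes had a median of -0.12 and a percentile of 10.2, within the central 95% of the random lists (-0.22 to 0.33).

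**Figure D4:**
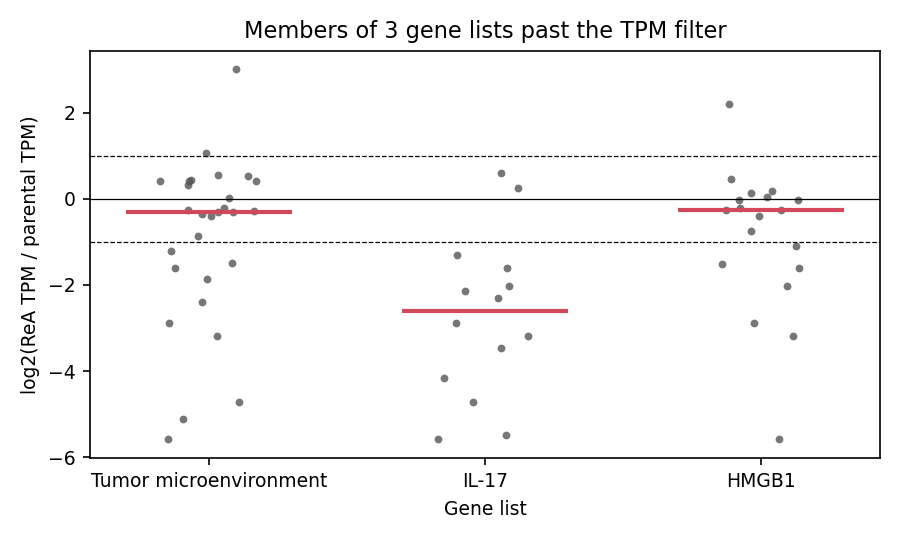
Log2 ratio of ReA to parental TPM (y axis) of the members of 3 gene lists past the TPM filter. Each point is a gene, red lines are the list medians (-0.31, -2.59 and -0.27) and dashed lines mark the 2-fold threshold.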

Downregulated pathways in TS cells included the idiopathic pulmonary fibrosis and neuroinflammation signaling pathways (Figure 3B), and downregulated pathways in ReA cells included tumor microenvironment pathways, the role of IL-17F in allergic inflammatory airway diseases, the role of IL-17A in psoriasis, and HMGB1 signaling (Figure 3D). The only commonly altered pathway in TS and ReA cells compared with parental cells was the cholesterol-synthesis-related pathway (Figure 3C,D). To determine whether the amount of cholesterol was actually altered, as predicted by RNA sequencing analysis, intracellular cholesterol levels were measured. The intracellular free-cholesterol concentration was twice as high in ReA cells compared with that of parental cells (Figure 3E,F).

### 3.4. Cholesterol Synthesis Plays an Important Role in the Malignancy of ReA Cells

Since ReA cells were malignant (Figure 1) and elevated in the cholesterol synthesis pathway (Figure 3), we determined whether cholesterol synthesis affects ReA cell malignancy. Treatment with cholesterol biosynthesis inhibitors, lovastatin [35], alendronate [36], and squalestatin1 [37] significantly reduced TS formation in HCC1143 ReA cells, and lovastatin was especially effective at the lowest concentration (Figure 4A,B). Lovastatin treatment almost inhibited the invasion of ReA cells at 5 μM concentration (Figure 4C,D). Treatment with the same concentration of lovastatin slightly reduced cell proliferation in the SRB assay (Figure 4E). These results suggest that the increased cholesterol synthesis pathway in ReA cells plays an important role in TS formation and invasion, not just a consequence.

### 3.5. Cholesterol Synthesis Is Important for the Invasion of Breast Cancer Cells

Next, we determined whether the cholesterol synthesis pathway is important for invasion not only in HCC1143 ReA cells, but also in other breast cancer cell lines. Lovastatin treatment significantly inhibited the invasion of BT-549, MDA-MB-231, MDA-MB-453, and MCF7 parent cells at 5 μM (Figure 5A,B). Under the same conditions, lovastatin slightly reduced the proliferation in the SRB assay (Figure 5C). Overall, these results suggest that cholesterol synthesis is important for distant metastasis of various breast cancer cells.

## 4. Discussion

Although the 5-year survival rate is high, after 5 years, a significant number of breast cancer patients recur as distant metastases, and the prognosis of these patients is extremely poor [38]. In order to reduce breast cancer mortality, it is important to suppress distant metastasis, but the important pathways in the process of distant metastasis are largely unknown. Previous studies have suggested a possible association between cholesterol and distant metastasis in breast cancer. Obesity is linked with a greater risk of breast cancer recurrence [39,40], particularly with distant recurrence [41], and the majority of breast cancer patients with distant recurrence are obese [42]. Since elevated cholesterol is significantly associated with obesity [43,44], high cholesterol levels may be associated with breast cancer distant metastasis in humans. In a mouse model of breast cancer, which was fed a high-fat diet, cholesterol levels and distant metastases to lung tissue were increased [13]. Very-low-density lipoprotein (VLDL) cholesterol has increased breast cancer cell migration and invasion in vitro and metastasis in a mouse tail vein injection model [45]. Cholesterol synthesis has been increased in the mammosphere, and inhibition of cholesterol synthesis reduced mammosphere formation in ER breast cancer [17]. In addition, cholesterol synthesis inhibitors have reduced immigration and invasion of breast cancer cells [46,47,48,49]. In this study, we found that cholesterol synthesis pathways were increased in TSs and ReA cells, mimicking CTCs and cancer metastases. We also found that inhibition of the cholesterol synthesis pathway reduced TS formation and breast cancer cell metastasis. These findings suggest the potential to modulate breast cancer distant metastasis by inhibiting cholesterol synthesis.

Cancer stem-cell-like cells (or cancer cells with stemness) have been linked with metastasis of breast cancer [3,50], and breast cancer cells with stemness have been associated with cholesterol synthesis [17,51,52]. Mammosphere isolated from patient-derived xenograft tumors from ER- breast cancers have been enriched for cancer stem cells, and cholesterol synthesis is important for mammosphere formation [17]. Squalene epoxidase (SQLE) has increased cholesterol synthesis and intracellular cholesterol has been involved in mammosphere maintenance [52]. In this study, the ESA^+^CD44^+^CD24^−^ population of breast cancer, which has been widely used as a marker for breast cancer cells with stemness [27], was enriched in ReA cells as well as TSs (Figure 2). The only pathway commonly altered in TS and ReA cells compared to parental cells was cholesterol synthesis by RNA sequencing analysis (Figure 3). The amount of intracellular cholesterol was increased in ReA cells (Figure 3F), and suppression of cholesterol synthesis reduced TS formation and metastasis of ReA cells (Figure 4). These data suggest that cholesterol synthesis is important for breast cancer cells with stemness, thereby playing an important role in distant metastasis.

Overall, we found that the cholesterol biosynthesis pathway was increased not only in breast cancer TSs, but also in ReA cells, and that pharmacological inhibition reduced TS formation capacity and invasion of ReA cells (Figure 6). Considering the previous reports that cholesterol metabolism is important in various cancer stemness [18,53,54] and metastasis [55], cholesterol metabolism may be important in various cancers as well as breast cancer. In addition, the results of this study will help us understand the relationship between obesity and cancer and develop strategies to prevent breast cancer distant metastasis.

## 5. Conclusions

Our findings show that breast cancer cells reattached after tumor sphere (TS) culture, in part mimicking cancer distant metastasis, are malignant compared to parental cells and are rich in cancer stem-cell populations. The cholesterol biosynthesis was the predominant pathway upregulated in both TS and reattached cells. Pharmacological inhibition of cholesterol synthesis reduced TS formation and invasion ability. These results suggest that the cholesterol synthesis pathway plays an important role in breast cancer distant metastasis.

## Figures and Tables

**Figure 1:**
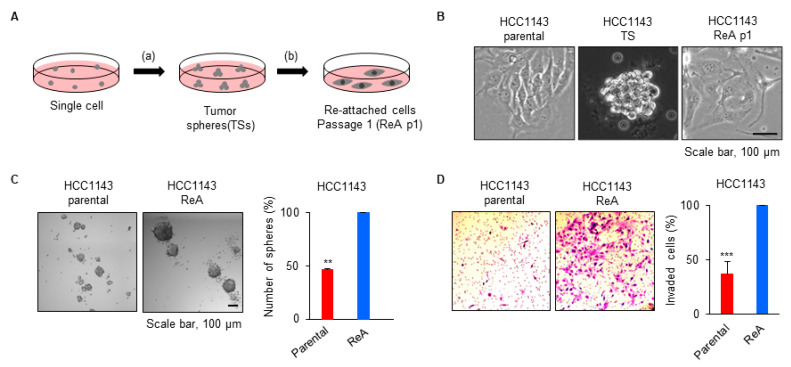
ReA cells after TS culture are more malignant than parental cells. (**A**) A scheme showing the culture methods for HCC1143 ReA cells. (**B**) Bright-field images of cells were taken with Axio Observer Z1 (Carl Zeiss, Jena, Germany). (**C**) Tumor sphere formation assay of parental and ReA cells. The proportion of tumor sphere cells was quantified as the mean ± standard of three independent experiments. Bright-field images of cells were taken with a cytation3 Cell Imaging Multi-Mode Reader. ** *p* < 0.01 relative to parental cells. (**D**) Boyden chamber invasion assay of parental and ReA cells. The proportion of invaded cells was quantified as the mean ± standard deviation of three independent experiments. *** *p* < 0.001 relative to parental cells.

**Figure 2:**
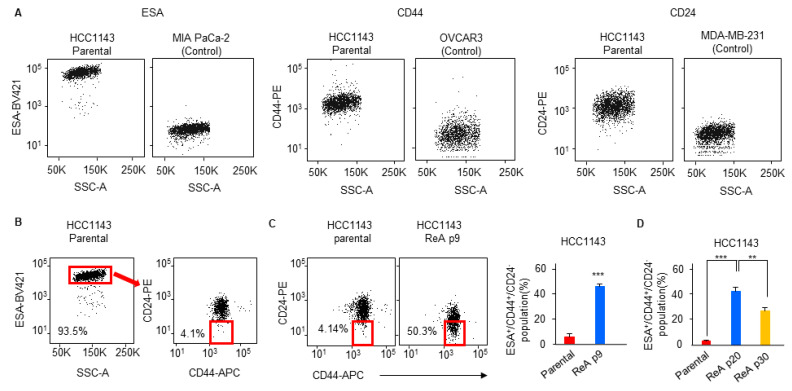
The ReA cell population exhibits an increased proportion of ESA^+^CD44^+^CD24^−^ cells. (**A**) Flow cytometry analysis to optimize conditions for identifying positive or negative cells for the three markers (ESA, CD44, and CD24). (**B**) The ESA^+^ population was gated, and the CD44^+^CD24^−^ population was examined in HCC1143 parental cells. (**C**,**D**) The proportion of ESA^+^CD44^+^CD24^−^ population in ReA cells by passage was examined and quantified using flow cytometry. Values are represented as the mean ± standard deviation of three independent experiments. ** *p* < 0.01, *** *p* < 0.001 relative to parental cells.

**Figure 3:**
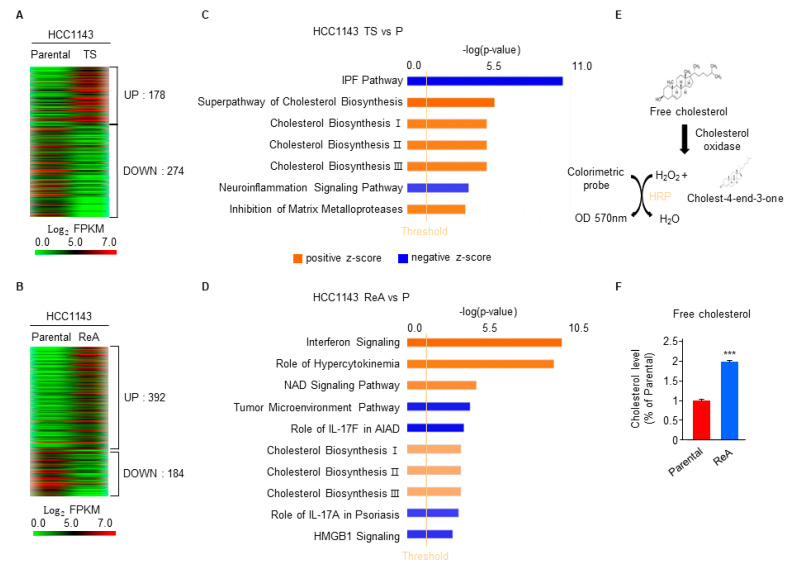
Cholesterol synthesis is upregulated in ReA cells compared with parental cells. (**A**,**B**) Differentially expressed genes (DEGs) between parental and TS-cultured cells, and parental and ReA cells were analyzed by RNA sequencing. DEGs with expression levels altered more than two-fold are shown as heatmaps produced using a Multi-Experiment Viewer. (**C**,**D**) The major signaling pathways among the DEGs were analyzed via ingenuity pathway analysis. The pathways with absolute values of z-scores of at least 2 and a −log(*p*-value) of at least 1.3 are shown. IPF—Idiopathic pulmonary fibrosis signaling pathway; cholesterol biosynthesis II—cholesterol biosynthesis II (via 24,25-dihydrolanosterol); cholesterol biosynthesis III—cholesterol biosynthesis III (via desmosterol); role of hypercytokinemia—role of hypercytokinemia/hyperchemokinemia in the pathogenesis of influenza; role of IL-17F in AIAD—role of IL-17F in allergic inflammatory airway diseases. (**E**) Colorimetric cholesterol assay principle. (**F**) Lipids in HCC1143 parental and ReA cells were extracted, and free cholesterol was measured. Relative levels of free cholesterol were represented as the mean ± standard deviation of two independent experiments (*n* = 5). *** *p* < 0.001 relative to parental cells.

**Figure 4:**
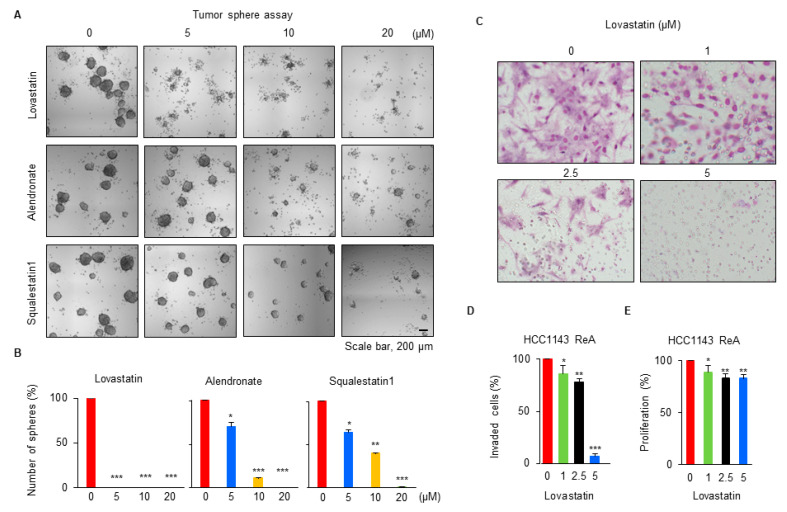
Cholesterol synthesis plays an important role in the malignancy of ReA cells. (**A**) The cholesterol biosynthesis inhibitors lovastatin, alendronate, and squalestatin1 affect TS formation. HCC1143 ReA cells were treated with the indicated concentrations of the drugs and cultured under TS-forming conditions for 7 days. Bright-field images of cells were taken with a Cytation 3 Cell Imaging Multi-Mode Reader. (**B**) The proportion of spheres was quantified as the mean ± standard deviation of three independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 relative to non-treated cells. (**C**) HCC1143 ReA cells were treated with indicated concentrations of lovastatin for 48 h, and then seeded for Boyden chamber invasion assay. After 16 h, invaded cells were stained and counted. (**D**) The proportion of invaded cells was quantified as the mean ± standard deviation of three independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 relative to no treat cells. (**E**) The effect of lovastatin on HCC1143 ReA cell growth under the conditions shown in Figure C was determined by SRB assay. Relative proliferative of cells was quantified as the mean ± standard deviation of three independent experiments. * *p* < 0.05, ** *p* < 0.01 relative to no treat cells.

**Figure 5:**
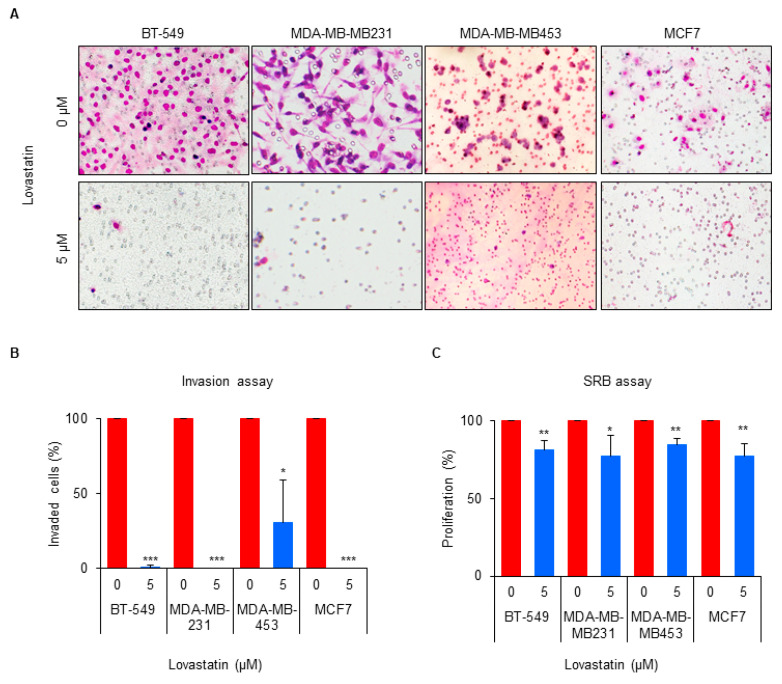
Cholesterol synthesis is important for the invasion of breast cancer cells. (**A**) BT-549, MDA-MB-231, MDA-MB-453, and MCF7 cells were treated with the 5 μM of lovastatin for 48 h, and then seeded for Boyden chamber invasion assay. After 16 h, invaded cells were stained and counted. (**B**) The proportion of invaded cells was quantified as the mean ± standard deviation of three independent experiments. * *p* < 0.05, *** *p* < 0.001 relative to no treat cells. (**C**) The effect of lovastatin on breast cancer cell growth under the conditions shown in Figure A was determined by SRB assay. The relative proliferation of cells was quantified as the mean ± standard deviation of three independent experiments. * *p* < 0.05, ** *p* < 0.01 relative to non-treated cells.

**Figure 6:**
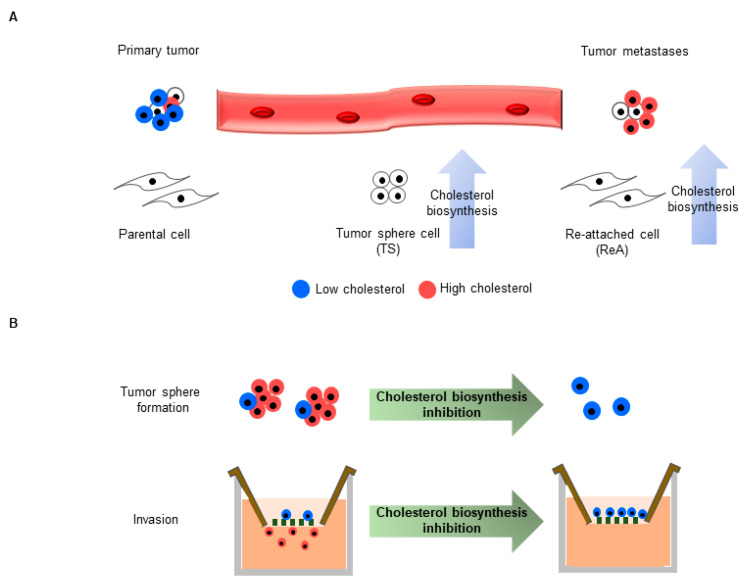
A schematic model showing the relationship between cholesterol synthesis and distant metastasis. (**A**) During distant metastasis of breast cancer, the primary tumor metastasizes via CTCs. Cholesterol synthesis is commonly increased in CTC-mimicking TS and tumor metastases-mimicking ReA cells. (**B**) Inhibition of cholesterol synthesis reduces tumor sphere formation and invasion ability.

## Data Availability

The RNA-seq data were deposited in the Gene Expression Omnibus database under the accession number GSE203506.

## Abbreviations

P—parental; 2D—two-dimensional; TS—tumor sphere; ReA—reattached; CTCs—circulating tumor cells; SRB—sulforhodamine B—DEGs—differentially expressed genes; IPA—ingenuity pathway analysis.

How the deposited data were processed for this re-analysis (not part of the article)

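RNA-seq of HCC1143 parental and HCC1143 ReA cells was re-analysed from the values the authors deposited, with 1 library per condition and 2 libraries in all. The table holds 27685 gene rows, and every column of values was assigned to a library by its name. For each gene and library the authors deposited a read count, which is a whole number without normalization. Whether these counts are of reads or fragments is not given in the sources used here. The authors also deposited an FPKM value, which is scaled by transcript length and library size, and a TPM value, which is scaled so that the values of each library sum to about the same total. The TPM values summed to 997093 in the parental library and 997250 in the ReA library. A TPM of 0 beside a count above 0 was found for 20 genes in the parental library and 16 in the ReA library. A total of 2 symbols stand on a further row. The aligner, the counting program, the annotation and the genome build are not given in the sources used here.

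The analysis followed section 2.7 of the paper. Genes with a TPM under 10 in both libraries were left out, and a gene was called a DEG when the ratio of ReA to parental TPM was above 2 or below 0.5. No pseudocount was added. A gene at a TPM of 0 in 1 library and of at least 10 in the other was called in that direction, which applied to 3 DEGs, and for medians its ratio was computed with a pseudocount of 1. Because neither condition has a replicate, no gene was tested for a difference between the conditions and no p-value is given. The percentiles among random lists and the shuffled gene orders compare genes within these 2 libraries. They leave out the variation between cultures. The counting interval of a ratio is the exact conditional 95% interval computed from the deposited counts with scipy 1.17.1. It covers counting error only. At this depth a gene such as FDFT1, with 3463 and 10848 counts, has a log2 count ratio with a counting interval of 1.42 to 1.53, whereas HBA1, chosen after its values were seen, with 8 and 123 counts, has one of 2.75 to 5.02.

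The paper does not list the gene sets of the IPA software, so 9 lists were written by hand before the data were examined, for cholesterol synthesis, its mevalonate steps, its steps from squalene synthase onward, interferon signaling, hypercytokinemia, NAD signaling, the tumor microenvironment, IL-17 and HMGB1. Lists of SREBP2 targets outside synthesis, fatty acid synthesis genes, LXR targets, interferon-inducible PARP genes, interferon ligands, surface markers and housekeeping genes were written at the same time for contrast. Each median log2 ratio was set beside the medians of 10000 random lists, in which each gene was replaced by one of the 100 genes ranked next above it or the 100 ranked next below it in mean expression. The interval of a median is the binomial interval from its order statistics, which treats genes as independent. The 12 housekeeping genes had a median log2 ratio of -0.19 and a percentile of 24.7.

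The genes to be named were fixed by a rule before the data were examined. They are every cholesterol synthesis gene past the filter, the 3 genes of each direction with the largest log2 ratio with a pseudocount of 1, the 5 genes of every other list with the largest change, every gene the paper names or whose product it stains or inhibits, and genes of the contrast lists where an observation is tested with them. Some genes that this rule or the lists include are not reported here by themselves. Genes outside this rule are marked as chosen after their values were seen.

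Alternatives set before the data were examined were FPKM in place of TPM, a pseudocount of 1, a TPM filter of 1, no filter, a TPM of at least 10 in both libraries, centring on the median gene, counts scaled by TMM factors (edgeR 4.0.16) or by median-of-ratios size factors (DESeq2 1.42.0, both in R 4.3.3), rows of the same symbol summed, and thresholds of 1.5-fold and 3-fold. The TMM factors were 0.971 for the parental and 1.03 for the ReA library. An adjustment for GC content and transcript length was added after seeing the data. For it, the log2 ratios were fitted by lowess with a span of 0.3 (statsmodels 0.14.6) on the GC content and then on the length of the transcripts of GENCODE release 29, matched by Entrez gene number for 99.2% of the genes past the filter. The order of neighbouring genes was taken from the RefSeq gene table of GRCh38.p14.

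The calling of DEGs, the percentiles of lists and the counting intervals were tested on simulated counts for the 27685 genes of the comparison of ReA with parental cells, in which 200 genes were changed 3-fold. The changed genes were drawn only from genes with a mean TPM well above the filter. All 200 were called in their direction and 0 unchanged genes were called. This recovery does not extend to genes near the TPM filter or near the 2-fold threshold. The counting interval held the true ratio for 192 of the 200 genes. Of 40 random lists of unchanged genes, 3 were above the 95th percentile. The simulation holds counting error and no variation between cultures. Analyses used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.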

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

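In this part, the tests of scaling for the fatty acid genes, of shared reads for interferon lambda and of erythroid RNA for the globins, as well as the adjustment for GC content and length, were chosen only after the results were seen. Each pattern was found in genes that the paper does not discuss, and each is a difference between 1 ReA and 1 parental library.

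Fatty acid synthesis genes were higher in ReA cells. The median log2 ratio of the 8 genes was 1.24, above the medians of all 10000 matched random lists, of which the central 95% ran from -0.33 to 0.38. Its binomial interval of -0.001 to 1.95 spans the whole range of the 8 genes and includes 0 and the median of the cholesterol synthesis list, so these lists are not ranked. A total of 5 genes were DEGs, all higher in ReA cells. SCD rose from 47.3 to 182 TPM, FADS2 from 54.5 to 187 TPM, FADS1 from 50.0 to 128 TPM, FASN from 85.8 to 206 TPM and SREBF1 from 37.1 to 86.6 TPM. ELOVL6 and ACACA rose less, with log2 ratios of 0.77 and 0.34, and ACLY was level (106.2 against 106.1 TPM). A scaling offset between the libraries would bring the median to near 0 once ratios are centred on the median gene, but it stayed at 1.20. GC content and length would do so after adjustment, but 0.94 remained. These values argue against both as the whole cause. A higher activity of the SREBP transcription factors in ReA cells may explain the rise, as a hypothesis that was not tested for these genes. A difference between the 2 cultures on the day of harvest, such as density or medium, stays open because each condition has 1 library.

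Transcripts of interferon lambda genes were higher in ReA cells, at levels under the TPM filter. The summed TPM of IFNL1, IFNL2 and IFNL3 was 4.44 in the parental and 19.9 in the ReA library, with 76 and 354 counts. The copies are near-identical, in particular IFNL2 and IFNL3, so single values are uncertain. Reads divided differently among them would raise a copy at the expense of another, but all 3 copies were higher in ReA cells, and the summed log2 count ratio was 2.05 with a counting interval of 1.69 to 2.43. Of the other interferon genes listed, IFNA1 and IFNB1 had 0 counts in the parental and 2 counts each in the ReA library, IFNE had 10 and 6 counts, and IFNA2, IFNG, IFNK and IFNW1 had 0 in both. The hypothesis that ReA cells themselves make an interferon transcript that could act on the interferon genes predicted a ligand above its parental level and above a TPM of 1. IFNL1 met it, with 8.22 TPM in ReA cells against 2.48. The interferon response itself raises many genes, so interferon lambda may equally follow from it, and the order of events is not given by these data. For the interferon list, the adjustment for GC content and length left a median of 1.45, which argues against that trend as the whole cause of its rise.

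Globin transcripts were higher in ReA cells. The summed TPM of HBA1, HBA2, HBB, HBG1 and HBG2 was 5.27 in the parental and 115 in the ReA library, with 68 and 1619 counts, and the log2 count ratio was 4.40 with a counting interval of 4.05 to 4.77. HBB rose from 1.10 to 37.7 TPM and HBG2 from 2.26 to 37.7 TPM, and these genes were chosen after their values were seen. HBA1 and HBA2, and HBG1 and HBG2, are near-identical copies, so the sum is given. RNA from erythroid cells could bring globin transcripts into a library. In that case other erythroid transcripts should be present, but HBD, ALAS2, AHSP, SLC4A1, CA1 and EPB42 together had 0 counts in ReA cells and 0 in parental cells. Globin exceeds other transcripts by an unknown factor in such RNA, and no library of erythroid cells was at hand to give the level expected from 1619 globin counts. RNA from erythroid cells and transcription of globin genes in the ReA cells therefore cannot be told apart here.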

How the results depend on the processing

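The adjustment for GC content and length was chosen only after the results were seen, and the other alternatives were set before the data were examined. The number of DEGs depended on the unit, the filter and the threshold. Against 990 DEGs (720 higher and 270 lower in ReA cells), FPKM in place of TPM gave 576 with 392 higher, a TPM of at least 10 in both libraries gave 524 with 379 higher and 145 lower, and the 3-fold threshold gave 369 with 254 higher and 115 lower. A TPM filter of 1 gave 2458 with 1733 higher and 725 lower, no filter with a pseudocount of 1 gave 1623 with 1145 higher and 478 lower, and the 1.5-fold threshold gave 2530 with 1698 higher and 832 lower. The stricter and looser filters and thresholds change the count by their construction. The filter on FPKM kept 7012 genes against 9823. The other alternatives gave between 856 and 990 DEGs. In each setting more DEGs were higher than lower in ReA cells, from 62.0% after the adjustment for GC content and length (531 higher and 325 lower) to 72.7% with the values as deposited.

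TMM and median-of-ratios scaling each moved the median log2 ratio of the genes past the filter by -0.11, from 0.07 to -0.04, and gave 582 and 585 DEGs higher and 340 and 339 lower. Under both, the median of each of the 9 pathway lists kept its direction. Small changes of single genes did not always do so, and among list members past the filter ACAT2, NPC2, CD24 and, chosen after their values were seen, PARP1, PDGFC and IL1R1 changed sign under both. Over the 10 alternatives tried on the lists, the median of the cholesterol synthesis list lay between 0.53 and 0.63, that of the interferon list between 1.45 and 1.68, that of the hypercytokinemia list between 1.15 and 1.68, that of the IL-17 list between -2.75 and -1.75, that of the tumor microenvironment list between -0.51 and -0.28 and that of the HMGB1 list between -0.40 and -0.13. The NAD list lay between 0.14 and 0.35. All of these values were within the binomial interval of the list, which is wide for the lists of few genes. For the 82 genes named by the rule, 793 values were computed under an alternative. A TPM filter of 1, a TPM of at least 10 in both libraries and the summing of rows left the ratio of each gene as it was by construction, which fixed 227 of these values. Of the other 566, 354 differed from the reported value by at most 0.5 times the width of the gene's counting interval. The largest move under FPKM, centring or scaled counts was 0.39, for CD24 under TMM scaled counts, and most of it came with the step from TPM to counts, since counts scaled by the library totals alone gave -0.22 against 0.09 by TPM.

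Depth limits few of the genes named, since counting intervals of genes past the TPM filter are narrow beside the 2-fold threshold, with the exceptions of SQLE, which lies at the threshold, and of genes with few counts in 1 library such as MX2 and IFI16. Protein-coding genes alone were not run as an alternative, since the table gives no gene type. No paired analysis was possible because each condition has 1 library, so leaving out a replicate was not an option either.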

Differences from the paper's values

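The paper reports 576 DEGs in ReA cells, and 990 were found here with the TPM filter and the 2-fold threshold that its methods state. The methods leave out genes with a TPM under 10 in all samples, and here that filter covered the 2 libraries analysed. Whether the filter of the paper also covered the TS comparison is not stated. With more libraries more genes could pass and none would be lost, so a wider filter would not lower the count of 990. Of the alternatives set before the data were examined, FPKM in place of TPM (576) and a TPM of at least 10 in both libraries (524) gave counts within 1.5 times the paper's. Under FPKM the count was the same as the paper's, and the 392 higher and 184 lower DEGs match the numbers printed in Figure 3B, whose color bar gives log2 FPKM. These numbers came from a filter on the 2 libraries alone, which also argues against a wider filter as the cause of the difference. A pseudocount of 1 (904), a TPM filter of 1 (2458), no filter (1623), centring (959), TMM scaling (922), median-of-ratios scaling (924), rows of the same symbol summed (990), the 1.5-fold threshold (2530) and the 3-fold threshold (369) gave counts that still differed by more than 1.5 times. The adjustment for GC content and length, chosen after seeing the values, gave 856, which is within 1.5 times. Which genes the paper called is not listed in it, so how many of its DEGs any setting drops was not computed.

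In its conclusions the paper describes cholesterol biosynthesis as the predominant pathway raised in both TS and reattached cells. In the ReA library the interferon list had the larger median log2 ratio, 1.68 against 0.63 for cholesterol synthesis, and the larger share of DEGs, 66.7% against 23.8%. The TS library was not analysed, so this comparison covers ReA cells only and does not test the statement about both. The lists used here are not those of the IPA software. The order of the pathways in Figure 3D also places interferon signaling first. The direction of each pathway that the paper names for ReA cells was the same here, by the median of its list. The libraries are the paper's own, so this is not an independent check. The binomial intervals of the NAD, tumor microenvironment and HMGB1 lists included 0.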

Other observations

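In this part, the adjustment for GC content and length, the test of gene families among neighbouring genes and the genes marked as such were chosen only after results were seen. The other tests were written down before their results were seen.

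The rise of the cholesterol synthesis genes was set against other targets of SREBP2, the transcription factor of sterol synthesis. If a common SREBP2 programme raised them, its targets outside synthesis should also be higher. The 8 such genes had a median log2 ratio of 1.13, at a percentile of 100 among matched random lists, although its binomial interval of -0.43 to 3.43, which spans all 8 genes, includes 0. A total of 4 were DEGs, all higher in ReA cells. STARD4 rose from 12.2 to 33.9 TPM, INSIG1 from 15.9 to 40.2 TPM and SREBF2 itself from 59.9 to 148 TPM. TMEM97 had a log2 ratio of 0.39, NPC1 was lower (-0.43), and NPC2 (0.09) changed sign under TMM and median-of-ratios scaling. These values are consistent with a common SREBP2 programme as a hypothesis. A scaling offset would leave the cholesterol synthesis list near 0 after centring, but its median stayed at 0.59, and the adjustment for GC content and length left 0.56. As a contrast, the 4 LXR target genes past the filter had a median of 0.25 and a percentile of 70.8. Of these, 3 were higher and 1 was lower in ReA cells. MYLIP, a DEG, rose from 7.89 to 16.4 TPM, and APOE fell from 124 to 81.1 TPM. Under the filter, ABCA1 had 171 counts in the parental and 40 in the ReA library, while ABCG1 had 48 and 194. LXR targets thus changed in both directions, and their small median does not make them a flat control. What activates SREBP2 in ReA cells was not tested.

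The z-score of a pathway in Figure 3 needs an absolute value of at least 2. If the score of a list is taken as the number of DEGs higher minus the number lower, divided by the square root of the number of DEGs, the list from squalene synthase onward reached 2.00 from 4 DEGs (FDFT1, HSD17B7, SQLE and TM7SF2), all higher in ReA cells, both with TPM and with FPKM. The whole cholesterol synthesis list scored 2.24 from 5 DEGs with TPM and 2.00 from 4 DEGs with FPKM. With centring, TMM or median-of-ratios scaling, the list from squalene synthase onward had 3 DEGs and a score of 1.73, while the whole list had 4 DEGs, all higher, and a score of 2.00. With a TPM of at least 10 in both libraries, each had 3 DEGs and a score of 1.73. SQLE was the gene lost under centring and scaling, and its ratio was 2.05 by TPM and 2.01 by FPKM. The lists and the weights of the IPA software were not used here.

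The NAD list was split to ask whether genes of the interferon response carry it. If interferon-inducible PARP genes did, the other NAD genes should lie near 0, with a median under 0.2 in size. The median of the 27 NAD genes outside the PARP list was 0.19, just under that limit, and that of the 5 PARP genes was 1.86. This is in line with the interferon response being a large part of the NAD signal. With FPKM the median outside the PARP list was 0.00 and with TMM scaling 0.07. A total of 4 genes outside the PARP list were nevertheless DEGs higher in ReA cells, and 2 were DEGs lower. The higher ones were NMNAT2 and, chosen after their values were seen, NADSYN1, QPRT and NMRK1. PARP8 was among the lower ones. NAMPT, also chosen after its values were seen, fell from 101 to 47.5 TPM.

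IFI16, an interferon-inducible gene by its name and not on the interferon list, was nearly absent from the ReA library (2 counts against 3725) while most interferon genes rose. Loss of a chromosome segment that also holds its expressed neighbours would lower these as well. The 10 nearest expressed genes, 5 on each side, had a median log2 ratio of 0.027, from -0.71 to 1.36, which argues against such a loss. A deletion or silencing of IFI16 alone stays open and was not tested. TPM of the gene was 64.4 in parental cells, so low depth does not account for its fall.

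The DEGs were examined for changes of whole chromosome segments, since a population that passed through sphere culture may differ from the parental culture in its share of subclones. Over 184 windows of 50 neighbouring expressed genes, the spread of the window medians of the ratios adjusted for GC content and length was 1.91 times that of shuffled gene orders, and 0 of 1000 shuffles had a spread as large. With the ratios as deposited it was 2.08 times, also with 0 of 1000 shuffles as large. Which windows lay farthest from 0 depended on the adjustment. The windows from C18orf8 to SKA1, from OSTM1 to SGK1 and from HBS1L to ZDHHC14 were low both ways, with medians of -0.44, -0.43 and -0.42 as deposited and -0.38, -0.39 and -0.41 adjusted, whereas the lowest adjusted median, that of the window from WIZ to UPF1 (-0.43), was -0.17 as deposited. The highest median as deposited, 0.59 from BET1L to HBG1, was 0.31 adjusted, and the highest adjusted median was 0.34 from KCTD9 to AP3M2 (0.33 as deposited). The pattern is consistent with segments of changed copy number in part of the cells, as a hypothesis. Genes of one family that are regulated together also lie side by side, but such clusters as the whole cause would leave no excess once they are removed. Without the 1225 genes whose symbol shares its letters with another gene of the same window, the spread was still 1.81 times that of shuffled orders, and 0 of 200 shuffles had a spread as large. Regulation of whole regions without a change of copy number stays open. GC content and length as the whole cause of the shared direction of neighbours would leave no excess after adjustment, and the 0 of 1000 shuffles argue against it.

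Log2 ratios rose with the GC content of the genes. Across 9746 genes, which are not independent replicates, the correlation was 0.24, and the fitted trend ran from -0.07 to 0.75. Whether this trend comes from the libraries or from the cells was not tested.

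The paper reports by flow cytometry that the ESA+CD44+CD24- population is larger in ReA cells. In bulk RNA the genes of these surface proteins changed less than 2-fold. EPCAM (ESA) rose from 574 to 814 TPM, a log2 ratio of 0.50, CD44 fell from 665 to 549 TPM (-0.28) and CD24 was at 427 and 455 TPM (0.09). By counts scaled by the library totals, CD24 was lower in ReA cells, with a log2 ratio of -0.22 and a counting interval of -0.24 to -0.19, so its TPM and its counts disagree in direction. It has similar copies elsewhere in the genome, and its value is uncertain. The median of the 3 genes was 0.09 by TPM and -0.30 with TMM or median-of-ratios scaled counts. Bulk values are means over all cells and do not give the share of cells with a combination of markers.

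Some genes chosen after their values were seen also moved in directions the paper does not discuss. VIM fell from 1621 to 550.0 TPM, FN1 from 246 to 67.8 TPM, CDH2 from 66.9 to 15.2 TPM, SNAI2 from 37.5 to 13.5 TPM and ZEB1, under the TPM filter, from 5.20 to 1.97 TPM. CDH1 rose from 175 to 238 TPM and KRT19 from 400 to 662 TPM. Each of these genes kept its direction in its GC-adjusted value where it had one. Among genes that respond to NF-kB, SOD2 fell from 711 to 61.9 TPM and TNFAIP3 from 67.8 to 29.2 TPM, along with the chemokine genes of the IL-17 list, but NFKBIA rose from 255 to 363 TPM, BIRC3 from 79.4 to 96.0 TPM and RELB from 45.2 to 49.7 TPM, while NFKB2 went from 75.0 to 69.0 TPM. After the adjustment for GC content and length, RELB changed sign, with a log2 ratio of -0.27, and NFKB2 fell further, from -0.12 to -0.46.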
